# A versatile nuclei extraction protocol for single nucleus sequencing in non-model species–Optimization in various Atlantic salmon tissues

**DOI:** 10.1371/journal.pone.0285020

**Published:** 2023-09-07

**Authors:** Rose Ruiz Daniels, Richard S. Taylor, Ross Dobie, Sarah Salisbury, James J. Furniss, Emily Clark, Daniel J. Macqueen, Diego Robledo

## Abstract

The use of single cell sequencing technologies has exploded over recent years, and is now commonly used in many non-model species. Sequencing nuclei instead of whole cells has become increasingly popular, as it does not require the processing of samples immediately after collection. Here we present a highly effective nucleus isolation protocol that outperforms previously available method in challenging samples in a non-model specie. This protocol can be successfully applied to extract nuclei from a variety of tissues and species.

## Introduction and background

Single cell RNA sequencing has become a standard tool for profiling transcriptomic diversity across thousands of individual cells, in a wide range of species and tissues [1]. A major limitation of this technology is that it typically requires the isolation and immediate processing of live cells from fresh tissue, which in many circumstances is not practical. As a result, single nucleus RNA sequencing (snRNA-seq), requiring the isolation of nuclei instead of the whole cells, has been widely adopted to allow the use of frozen samples that can be stored for several months prior to processing, while yielding comparable results [2, 3]. The most critical step in a snRNA-seq protocol is the successful isolation of high quality nuclei, with a choice several options available for the dissociation and nuclei isolation [4–6]. Extensive work has been performed in mammals to develop a toolbox of protocols for nuclei extraction in a variety of tissues [3–5]. A review of the available protocols, including consideration of their performance in non-model species, concluded that mincing the tissue in salt tween (TST) represents the most effective method for nuclear isolation from frozen tissue in terms of the diversity of cell types captured and reducing background noise [7].

Here we present an improved, more robust protocol for the extraction of high quality nuclei from a variety of tissues in non-model species. This protocol has been adapted from a TST based method previously considered the gold standard, which has been used previously in a snRNA-seq study in Atlantic salmon liver [8], and which now results in superior data quality in a variety of tissues tested in Atlantic salmon. We apply the protocol to flash frozen skin samples from Atlantic salmon, which are challenging tissues to work with due to their toughness, the presence of connective tissue and fat deposits, and hard tissue such as scales. We include notes throughout the protocol to allow the user to optimise for a different tissue types. While the Chromium 10x platform was used to partition nuclei and prepare the snRNA-seq libraries, the nuclei are suitable for other platforms and applications. The aim of this protocol is to capture 7,000 nuclei per single-nuclei RNA sequencing library using the Chromium Single Cell 3’ Reagent Kits v2 or v3 (10x Genomics). Given its utility for isolating nuclei from difficult to dissociate tissue types, we anticipate this protocol will be broadly applicable for snRNA-seq of non-model organisms and unconventional tissue types.

## Materials

### Sampling and storage for nuclear isolation

Approximately ~45mg (about the size of a grain of rice) of tissue is placed in a clearly labelled cryotube and immediately flash frozen in liquid nitrogen. It is critical that the tissue is preserved as rapidly as possible to minimise RNA degradation and cell stress that may induce transcriptional response. In the absence of liquid nitrogen, samples can be frozen in dry ice [8]. Samples should be stored at -80°C or colder, and should be processed as soon as possible, ideally within 3 months of flash freezing. Longer periods of storage are possible but nuclei and RNA quality will be reduced, impacting the final libraries.

### Reagents

Quantities listed here result in sufficient buffer to process two samples.

Notes on use of RNase inhibitor:

- The choice of RNase inhibitor can negatively affect RNA integrity during nuclear isolation and all steps prior to reverse transcription. The RNase inhibitor used here was recommended by 10x for use with their platforms, providing superior performance to alternatives^8^. For alternative platforms, consult with the protocol or manufacturer for a compatible product.
- Add RNase inhibitor to buffers immediately prior to nuclear extraction.
- RNase inhibitor is only necessary for samples destined for downstream sequencing. For trials that will not be sequenced, the RNase inhibitor can be omitted to save on costs.
- RNase inhibitor concentration can be increased up to 1000U/ml depending on RNase activity levels in the tissue. Some downstream applications, such as multi-omics ATAC-seq/RNA-seq, require higher levels of RNase inhibitor.

### Workflow

Pre-chill the centrifuge to 4°C. Samples should be kept frozen on dry ice or liquid nitrogen until immediately prior to nuclear isolation. All subsequent sample-handling steps should be performed on ice. Make sure all materials are available Table 1 before starting protocol. All buffers should be chilled on ice. Make sure buffers are available Table 2, all concentrations are adjustable to number of samples required. Start by preparing 2x ST (Table 3) as master buffer to prepare the rest. Subsequently make ST (Table 4), TST (Table 5) and PBS+0.02% BSA (Table 6) prior to starting the isolation,

Place a 6-well tissue culture plate on ice and add 1ml of TST to one well. Place the frozen tissue sample into the well containing the TST. If the sample is stuck to the cryotube, remove it using tweezers while ensuring the sample does not defrost, and place immediately into the culture plate with TST.
Keeping the culture plate on ice, mince tissue initially using Tungsten Carbide scissors for 30 seconds (if required) and then with Noyes Spring Scissors (Fine Science Tools, catalog no. 15514–12) for up to 5 minutes until finely minced. Using a P1000 with a low retention filter tip, gently pipette up and down for up to a further 5 minutes. The total time in the dissociation buffer is critical and the duration of the scissor and pipette steps needs optimisation using non-valuable samples. The use of scissors should be the minimum time necessary for no solid lumps of tissue to remain. Pipetting duration is optimised by observing the nuclei under a microscope and adjusting the dissociation time to the minimum needed for full dissociation and lysing of cells (Fig 1). Typical tissue dissociation takes a total of 5–10 minutes. Non-tissue samples such as blood samples require as little as 1 minute of gentle pipetting in the TST and no use of scissors.
Pass lysate through a 40μm strainer into an empty well in the tissue culture plate and wash the cell strainer with 1ml TST. Add 3ml of chilled 1xST buffer to the lysate to stop the reaction. Move the 5ml of lysate to a labelled 15ml falcon tube on ice.
Centrifuge at 4°C for 5 minutes at 500g in a swinging bucket centrifuge. When nuclei yield is low, centrifugation time can be increased to 10 minutes to maximise yield. In samples with high recovery 10 minutes is not recommended as longer centrifugation duration can result in the clumping of nuclei and higher doublet rates in the final data.
Discard the supernatant with a P1000 pipette, and gently resuspend the pellet in PBS-BSA. Resuspension volume depends on the size of the pellet and recommended nucleus concentration levels for the downstream platform. We recommend 1ml for most tissues and 100–500μl for more difficult tissues that yield fewer nuclei. For skin and fin, 400μl is recommended.
Filter the nucleus solution a second time. The size of the filter will depend on the type of tissue, e.g. for tissues such as liver and head kidney a 40μm cell strainer will suffice, whereas for gill a 30μm filter may be better given the higher amount of tough debris, which could negatively impact later stages. For tissues that produce a lot of debris such as fin and skin, 20μm is recommended. If the lysate does not pass through at once, pipette up and down very gently with a wide bore pipette.
A) Count the nuclei using a haemocytometer. In this step, the nuclei may also be examined under a microscope to ascertain the level of debris present and the integrity of the nuclear membranes. High levels of debris may indicate that a finer filter should be used, or using less tissue initially. Incomplete dissociation or evidence of damaged nuclear membranes indicates that the time spent in the TST should be adjusted (Fig 1).
  B) The nuclei may also be counted using a Bio-Rad TC20, or similar platform, to count the proportion of viable cells. Nuclei are identified as “dead”, therefore a good nuclei isolation will have a small percentage of live cells. <4% live cells is ideal, but <12% is acceptable. A high proportions of live cells indicates incomplete nuclear isolation, and more time in the TST solution is needed. We advise against trusting the nucleus count given by automated counters, as they often substantially underestimate the true number of nuclei present. This would result in excessive nuclei being loaded into the Chromium Controller, leading to high doublet rates and low sequencing saturation.
Load the nuclei suspension into a Chromium Chip and into the Chromium Controller, aiming to recover 7,000 nuclei as per 10x recommendations with a concentration of between 700 to 1200 nuclei per μl. In the case of some tissues such as fin, re-adjust the target recovery to 5000 as the concentration of nuclei obtained can be lower.

**Fig 1:**
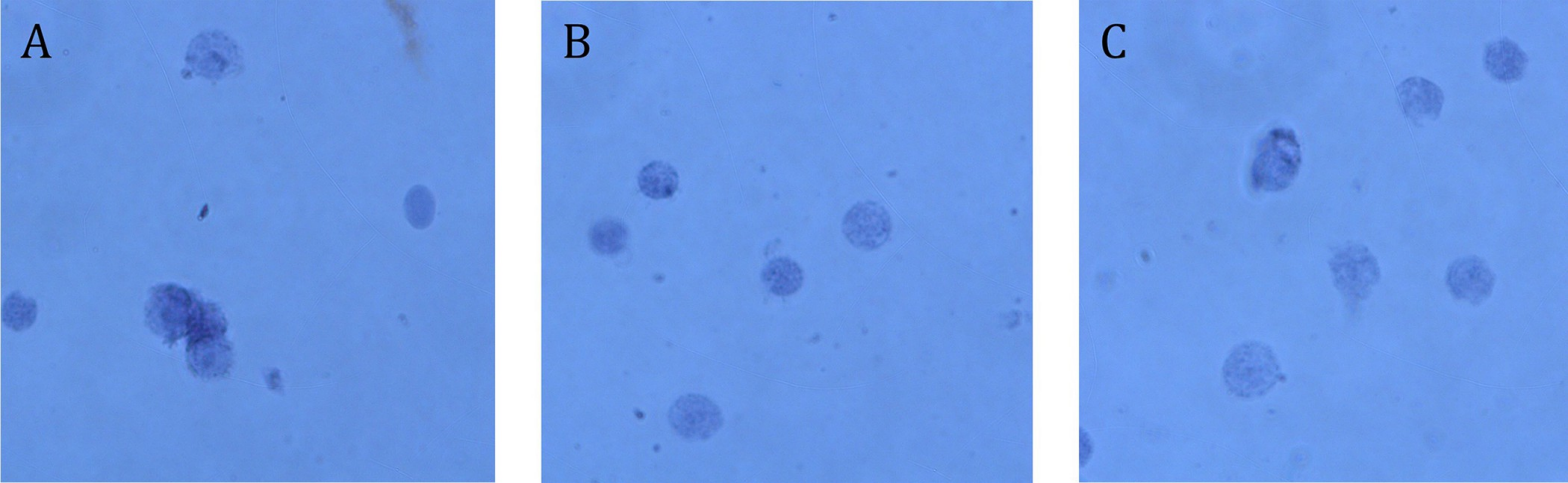
Three examples of nuclear dissociation trials in Atlantic salmon liver at x40 magnification, stained with trypan blue. **A**. Nuclei did not spend sufficient time in the dissociation buffer resulting in incomplete dissociation. This may result in the obstruction of the microfluidic device and failure of the library. **B**. Nuclei perfectly dissociated showing minimal aggregation, ideal for library preparation. **C**. Nuclei have been in the dissociation buffer for too long, resulting in degradation of the nuclear membrane, which will result in suboptimal library quality.

**Table 1:** List of materials required for the correct implementation of this protocol, as well as the supplier and catalogue number.

Material	Supplier	Catalogue number
Noyes Spring Scissors	Fine Science Tools	15514–12
Tungsten Carbide Straight 11.5 cm Fine Scissors	Fine Science Tools	14558–11
40 μm Falcon™ cell strainer	Thermo Fisher Scientific	08-771-2
30 μm Falcon™ cell strainer	Corning	352235
20 μm cell strainer for 1.5ml tubes	pluriSelect	43-10020-50
LoBind Tubes 1.5 ml	Eppendorf	0030108051
6 well Tissue Culture plate	Stem Cell Technologies	38016
Falcon tubes 15 ml	corning	CLS430055
C-chip disposable haemocytometer	VWR	82030–468

**Table 2:** Complete list of reagents and volumes required to make up the buffers for the correct implementation of this protocol.

Reagent	Supplier	Product code	Volume (μl)
NaCl	Thermo Fisher Scientific.	AM9759	292
Tris-HCl pH 7.5	Thermo Fisher Scientific	15567027	100
CaCl_2_	VWR	E506-100ml	10
MgCl_2_	Sigma–Aldrich	M1028	210
Nuclease-free water	VWR	E476-500ml	14245
Protector RNase inhibitor	Sigma Aldrich	PN-3335399001	31
1% Tween-20	Sigma Aldrich.	P-7949	120
2% BSA	New England Biolabs.	B9000S	20
Molecular grade PBS			985

**Table 3:** Reagents and amounts to prepare 2x salt-Tris (ST) (10 ml).

Reagent	Volume (μl)	Final concentration (mM)
NaCl	292	146
Tris-HCl pH 7.5	100	10
CaCl_2_	10	1
MgCl_2_	210	21
Nuclease-free water	9,388	

**Notes**: Prepare fresh 2xST on the day for each isolation. Chill prior to use.

**Table 4:** Reagents and amounts to prepare 1x ST with RNase inhibitor (6ml).

Reagent	Volume (μl)	Final concentration
2xST	2,997	
Nuclease-free water	2,997	
Protector RNase inhibitor	6	40U/ml

**Notes**: Add RNase inhibitor immediately prior to use. RNase inhibitor volume can be increased up to 1000U/ml if the target tissue is rich in RNases (e.g. spleen; pancreas).

**Table 5:** Reagents and amounts to prepare TST with RNase inhibitor (4ml).

Reagent	Volume (μl)	Final concentration
2xST	2,000	
1% Tween-20	120	0.03%
2% BSA	20	0.02%
Nuclease-free water	1,840	
Protector RNase inhibitor	20	200U/ml

**Notes**: Prepare fresh TST on the day of the isolation. Chill prior to use. Prepare the 1% Tween from the 10% Tween stock solution using nuclease free H_2_O. RNase inhibitor volume can be increased up to 1000U/ml if the target tissue is rich in RNases.

**Table 6:** Reagents and amounts to prepare PBS+0.02% BSA with RNase inhibitor (1ml).

Reagent	Volume (μl)	Final concentration
Ultra-pure molecular grade PBS	985	
2% BSA	10	0.02%
Protector RNase inhibitor	5	200U/ml

**Notes**: It is possible that nuclei may stick together in clumps after centrifugation. This can be observed under a microscope (Fig 1A illustrates an example of this). This is undesirable as it may lead to high rates of “doublets”, when more than one nucleus is encapsulated in a single droplet in the microfluidics system, resulting in each transcript being labelled with the same cellular barcode. To prevent this, BSA concentration can be increased up to 2%. This protocol assumes the nuclei will be suspended in a final buffer of 500 μl of PBS+BSA, as recommended for the 10x Chromium system. This final buffer may vary for alternative platforms and tissues adjust volumes accordingly.

### Testing the protocol

Using 45mg flash frozen Atlantic skin samples, we compared a version of the mincing+ST nuclear isolation protocol (V1), to our new protocol (V2), where we optimized several steps to improve performance. The loading buffer was changed from ST to PBS+BSA and RNAse inhibitor, RNA inhibitor was also added to all buffers, the mincing step was adjusted by using a combination of Noyes spring scissors, Carbide scissors and pipetting up and down. Filter size was decreased to remove more debris, and the centrifugation length optimized to enhance nuclei recovery.

After isolation with the two different protocols, nuclei were processed with the 10x Chromium™ Single Cell Platform using the Chromium™ Single Cell 3`Library and Gel Bead Kit v3.1 and Chromium™ Single Cell A Chip Kit (both 10x Genomics) as per the manufacturer’s protocol, with a target recovery of 7000 nuclei per sample. The nuclei were loaded into a channel of a Chromium 3’ Chip and partitioned into droplets using the Chromium controller before the captured RNA for each nucleus was barcoded and reverse transcribed. The resulting cDNA was PCR amplified for 14 cycles, fragmented, and size selected before Illumina sequencing adaptor and sample indexes were attached. Libraries were sequenced on a NovaSeq 6000 by Novogene UK Ltd (2x150bp paired end reads).

Raw sequencing data were aligned to the unmasked ICSASG_v2 reference assembly (Ensembl release 104) of the Atlantic salmon genome. The analysis used just protein coding genes. Mapping of reads to the genome, assignment of reads to cellular barcodes, and collapsing of unique molecular identifiers (UMIs) was performed using STARsolo v2.7.7a [9]. Settings as described in [8]. The top 100,000 cell barcodes ranked by UMI number were retained to ensure the capture of transcriptionally quiet nuclei, these are normally lost when using the automated STARSolo filtering algorithm. 

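The counts of 1 V1 library were analysed here, and they held 6018 barcodes, fewer than the 100000 that were retained in this step. The paper's text does not name the step that leads from one number to the other. The barcode with the fewest UMIs held 378 UMIs, and 5% of the barcodes held 405 UMIs or fewer. The barcodes were densest at this lower edge. There were 512 barcodes with 378 to 427 UMIs, 370 barcodes with 528 to 577 UMIs and 311 barcodes with 728 to 777 UMIs. Barcodes with fewer than 378 UMIs, where the quietest nuclei would lie, were not analysed here.

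**Figure D1:**
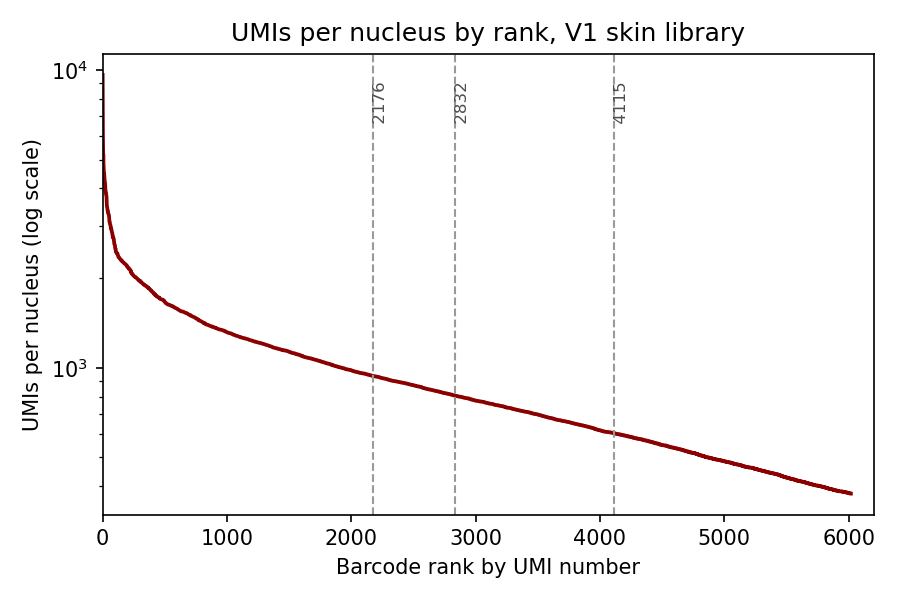
UMIs per nucleus (log scale) of the 6018 barcodes of the V1 library, ordered by the number of UMIs. The line falls from 9614 UMIs to 378 UMIs, where the deposited barcodes end. Dashed lines mark ranks 2176, 2832 and 4115, which are the numbers of nuclei the paper gives for V2a, V2b and V1a in Table 7.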

Mapping statistics for each snRNA-Seq sample are provided in Table 7.

**Table 7:** Sequencing metrics for two biological replicate libraries created with the protocol V1 [7] and two biological replicates for the protocol presented here (V2).

	V1a	V1b	V2a	V2b
**Number of reads**	2.30x10^8^	2.29 x10^8^	2.60 x10^8^	2.29 x10^8^
**Uniquely mapped reads**	16.5%	22.3%	59.3%	53.5%
**Mapping to introns + exons**	7.81%	11.2%	50.2%	45.1%
**Sequencing saturation**	20.0%	25.6%	71.0%	53.2%
**Number of UMIs**	400,7192	5,577,109	10,055,941	11,059,639
**Number of nuclei**	4115	6018	2176	2832
**Median UMIs/nucleus**	767	774	3583	3088
**Median genes/nucleus**	618	653	2229	2042

## Results and discussion

Flash frozen Atlantic salmon skin was used to test both TST extraction protocols. 

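Nuclei were isolated from 45 mg of frozen skin per sample, and the RNA of each nucleus was labelled with a barcode of its droplet and with a unique molecular identifier (UMI) for each captured molecule. UMIs therefore count molecules and not PCR copies. Of the 4 libraries, 2 were made with V1 and 2 with V2. The counts of 1 of the V1 libraries were analysed here, and the sample labels do not say whether it is V1a or V1b. Its numbers of nuclei and UMIs and both medians equal those of V1b in Table 7, so by these values it is V1b. The other V1 library and both V2 libraries were not analysed here. The authors deposited raw UMI counts per gene and barcode from STARsolo, without normalization, and every deposited barcode was kept and treated as 1 nucleus. The counts listed 47233 genes by their Ensembl identifiers, of which 29923 also had a symbol. The other 17310 genes, with an identifier only, held 14.4% of the UMIs. Many symbols belonged to more than 1 gene, with 9245 of the 18628 symbols shared by 2 or more genes. At least 1 UMI was counted on 35752 genes (75.7%). UMIs and genes per nucleus were then summed, a gene being counted with at least 1 UMI. Most counts were low, with 86.0% of the nonzero entries equal to 1. With 1 library there is no spread between replicates and no test between the protocols, and the nuclei of 1 library are not replicates of a protocol. Intervals given for this library cover counting error only.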

Skin is a challenging tissue on which to perform nuclear isolations. Thus, our rationale was that this protocol will transfer well to a range of tissues with difficult properties, in addition to more straightforward soft tissues.

The raw metrics from the sequencing of the single nucleus libraries are presented in Table 7. The new protocol resulted in a substantial increase in the quality control metrics for both tissues. 

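The V1 library analysed here held 6018 nuclei, 86.0% of the target recovery of 7000 nuclei. The sum of its counts was 5577109 UMIs (exact 95% Poisson interval 5572481 to 5581740). In Table 7 the paper reports 4115 nuclei for V1a, and 6018 nuclei and 5577109 UMIs for V1b. For V2 the paper reports 2176 nuclei and 10055941 UMIs in V2a, and 2832 nuclei and 11059639 UMIs in V2b. In the paper's values both V2 libraries therefore had fewer nuclei and more UMIs than V1b. The number of nuclei in the V1 library depended most on a minimum number of UMIs. With a minimum of 1000 UMIs, 1923 nuclei with 2943083 UMIs were left.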

Compared to the previous protocol, the new one results in the sequencing of a significantly higher fraction of the transcripts contained in the library (“sequencing saturation”)–an increase from 20%-25% to 53%-70%. This translates to capturing more mRNAs in the libraries with the same amount of sequencing. 

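The number of reads per library was similar for both protocols. The paper's Table 7 gives 230000000 reads for V1a, 229000000 for V1b, 260000000 for V2a and 229000000 for V2b. The UMIs of the V1 library analysed here came to 24.4 UMIs in nuclei per 1000 reads with the paper's reads of V1b, the library for which Table 7 gives the same number of UMIs. The paper's own values give 17.4 UMIs in nuclei per 1000 reads for V1a (taking its number of UMIs without the comma, which is misplaced in print), 38.7 UMIs in nuclei per 1000 reads for V2a and 48.3 for V2b. The reads themselves were not analysed here, so the number of reads behind each UMI was not measured.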

The new version of the protocol sees an increase in both the number of UMIs per nucleus (767–774 to 3088–3583) and in the number of genes per nucleus (618–653 to 2042–2229; Fig 2). This is the result of i) using RNA inhibitor to stop the degradation of RNA during nuclear isolation and library preparation, and ii) changing the loading buffer to PBS+BSA, since the original ST loading buffer has salts that can interfere with the microfluidic chemistry. This increase in data quality will result in improved downstream analyses such as the identification of cell types and performing of differential gene expression tests.

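In the V1 library analysed here, the median was 774 UMIs per nucleus, with quartiles of 549 and 1130 UMIs. The median was 653 genes per nucleus, with quartiles of 473 and 909 genes. The mean was higher than the median, with 926.7 UMIs and 742.8 genes per nucleus. The paper reports medians of 767 UMIs and 618 genes for V1a, 774 UMIs and 653 genes for V1b, 3583 UMIs and 2229 genes for V2a, and 3088 UMIs and 2042 genes for V2b. The paper's V2 medians were 4.63 times (V2a) and 3.99 times (V2b) the median number of UMIs of the V1 library analysed here, and both lay above its 95th percentile of 1958 UMIs. The median depended on how many barcodes were counted as nuclei. Over the 2176 barcodes with the most UMIs, as many as the paper counts as nuclei in V2a, it was 1276.5 UMIs and 1015 genes, and over the 2832 barcodes with the most UMIs, as many as in V2b, it was 1156.5 UMIs and 926.5 genes. The V2 counts were not analysed here, so the spread between nuclei of V2 was not measured. From the medians of the 2 V1 and the 2 V2 libraries, the paper concludes that the new version of the protocol increases both numbers.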

**Fig 2:**
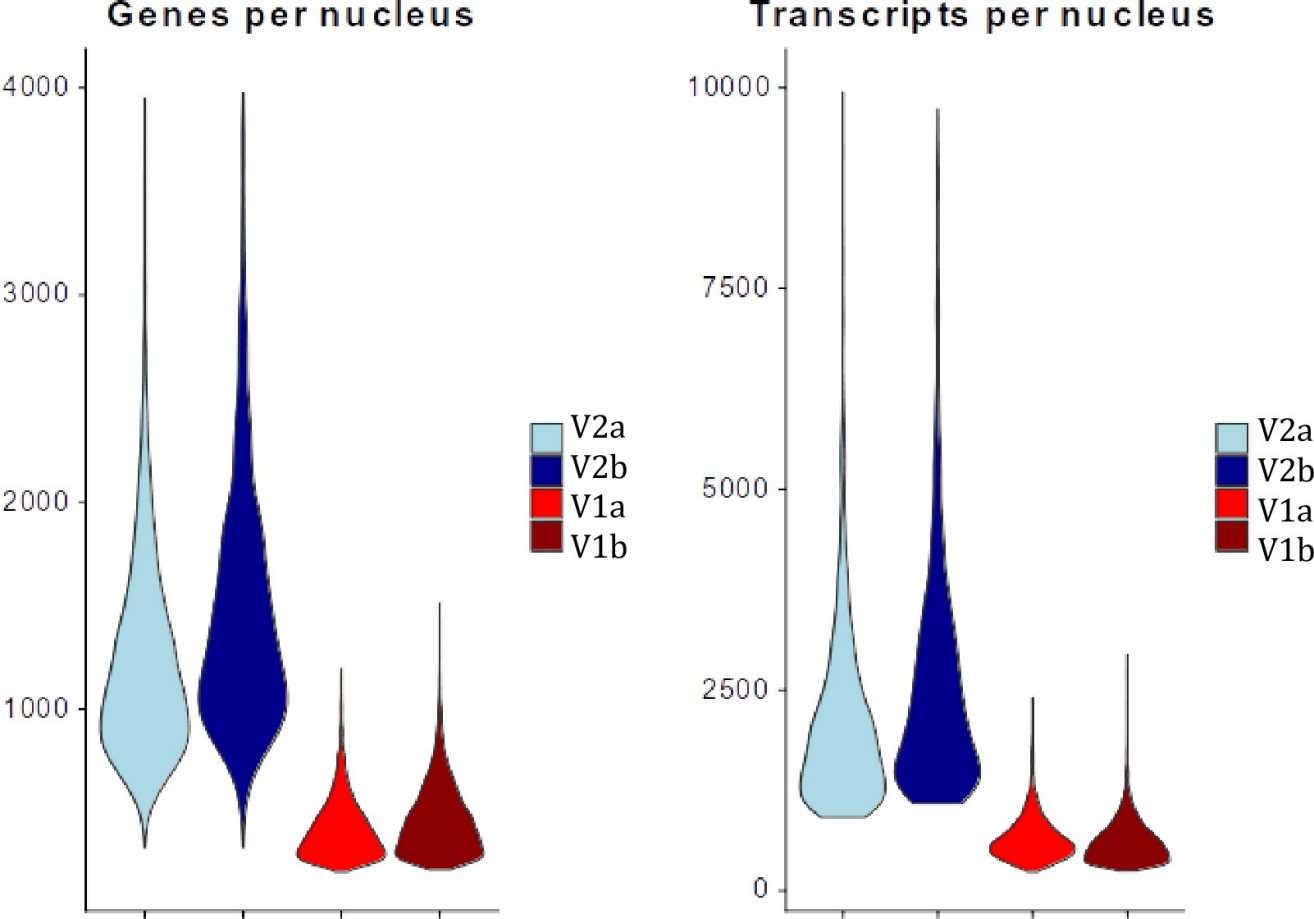
Violin plots visualizing transcript and gene numbers per nucleus in each of the test datasets. A comparison of transcript and genes numbers obtained using the older version of the TST protocol (V1, red) compared to the protocol in this paper (V2, blue). All libraries are generated from single nucleus suspensions isolated from Atlantic salmon skin samples, an extremely challenged tissue type to perform single nucleus sequencing.

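The nuclei of the V1 library analysed here ranged from 378 to 9614 UMIs and from 214 to 4544 genes. The 5th and 95th percentiles were 346 and 1464 genes. Genes per nucleus followed the number of UMIs closely, with a median of 1.2 UMIs per detected gene. Nuclei were thinned at random to fixed numbers of UMIs to give genes per nucleus at 1 depth. At 500 UMIs, the 4875 nuclei with enough UMIs had a median of 442 genes (quartiles 432 and 451), against 733 genes in the same nuclei before thinning, and 1143 nuclei were left out. At 1000 UMIs, the median was 825 genes in 1923 nuclei, against 1054 genes before thinning, and 4095 nuclei were left out. At 2000 UMIs, it was 1500.5 genes in 274 nuclei. The UMIs were spread over many genes. The 10 genes with the most UMIs held 4.21% of all UMIs (exact 95% binomial interval 4.19% to 4.22%), and the 50 genes with the most UMIs held 9.80%. The gene with the most UMIs was mllt1a (ENSSSAG00000005316), with 80715 UMIs and at least 1 UMI in 99.7% of the nuclei. Its number of UMIs did not rise with the depth of the nucleus, with a mean of 16.5 UMIs in the fifth of the nuclei with the fewest UMIs and 13.2 UMIs in the fifth with the most. Next came csmd2 (ENSSSAG00000066221) with 20392 UMIs, which showed the same lack of a rise with depth, and the mitochondrial gene COX2 (ENSSSAG00000000020) with 20264 UMIs.

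**Figure D2:**
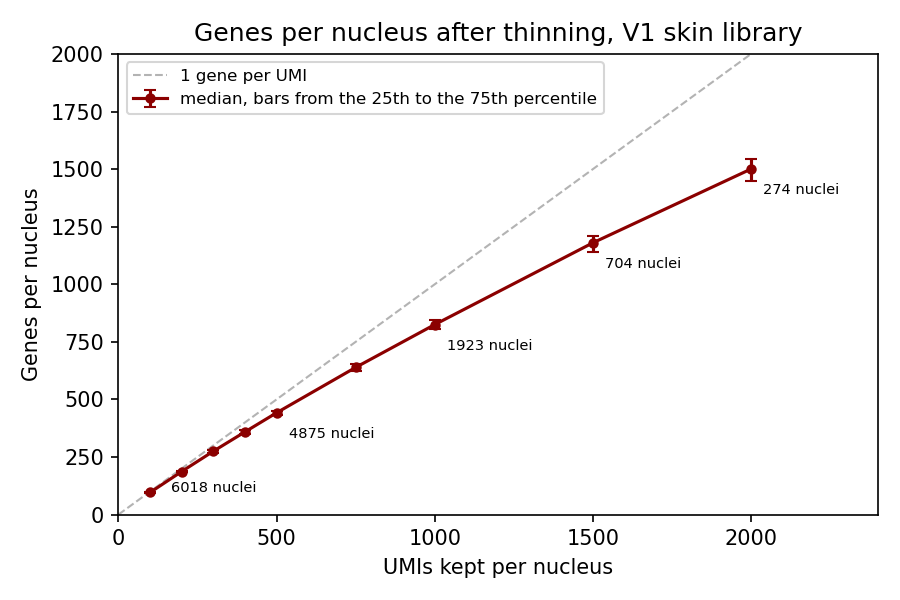
Median number of genes per nucleus in the V1 library after thinning each nucleus to a fixed number of UMIs, with bars from the 25th to the 75th percentile of the nuclei. The dashed line marks 1 gene per UMI, and the median falls below it from 96 genes at 100 UMIs to 1500.5 genes at 2000 UMIs.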

This new protocol has been successfully used to obtain nuclei from a variety of Atlantic salmon (*Salmo salar*) tissue types, including; liver, spleen, whole blood, leukocytes isolated from the blood, head kidney, gill, fin, as well as skin. It has also been used in our hands to successfully obtain nuclei from various tissues in other species, including the spleen of sheep (*Ovis aries*), chicken (*Gallus gallus*) mouse (*Mus musculus*) and nurse shark (*Ginglymostoma cirratum*), the olfactory organs of rabbit (*Oryctolagus cuniculus*) and Senegalese sole (*Solea senegalensis*), and pig (*Sus domesticus*) intestine. The protocol has also been used to obtain nuclei from invertebrate species including whiteleg shrimp (*Litopenaeus vannamei*) hepatopancreas and whole sea lice (*Lepeophtheirus salmonis*) at the copepod life stage. Based on these test cases, and the results presented here, we are confident the protocol will have wide future applications for snRNA-Seq in a variety of species and tissues.

## Supporting information

S1 File (PDF) Click here for additional data file.

# Supplementary material for: A versatile nuclei extraction protocol for single nucleus sequencing in non-model species–Optimization in various Atlantic salmon tissues
**Source:** PLoS One. 2023 Sep 7;18(9):e0285020. doi: 10.1371/journal.pone.0285020
**Supplement:** S1 File

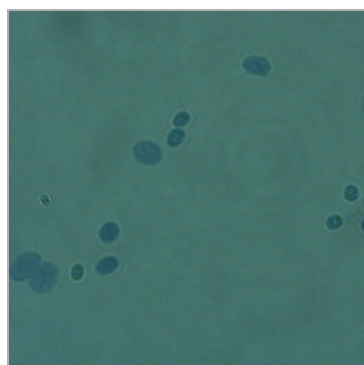

VERSION 2

SEP 27, 2022

OPEN ACCESS

DOI:

[dx.doi.org/10.17504/protocols.io.261genwm7g47/v2](https://dx.doi.org/10.17504/protocols.io.261genwm7g47/v2)

**Protocol Citation:** Rose Ruiz Daniels, Richard S Taylor, Ross Dobie, Sarah Salisbury, Emily Clark, Dan Macqueen, Diego Robledo 2022. A versatile nuclei extraction protocol for single nucleus sequencing in non model species – optimization in various Atlantic salmon tissues.. **protocols.io** <https://dx.doi.org/10.17504/protocols.io.261genwm7g47/v2> Version created by Rose Ruiz Daniels

**MANUSCRIPT CITATION:**

Taylor, R, Ruiz Daniels, R, Dobie, R, Naseer, S, Clark, TC, Henderson, NC, Boudinot, P, Martin, SAM & Macqueen, D 2022, 'Single cell transcriptomics of Atlantic salmon (*Salmo salar* L.) liver reveals cellular heterogeneity and immunological responses to challenge by *Aeromonas salmonicida*', *Frontiers in Immunology*, pp. 1-17. <https://doi.org/10.3389/fimmu.2022.984799>

## A versatile nuclei extraction protocol for single nucleus sequencing in non model species – optimization in various Atlantic salmon tissues. V.2

Rose Ruiz Daniels<sup>1</sup>, Richard S Taylor<sup>1</sup>, Ross Dobie<sup>2</sup>, Sarah Salisbury<sup>1</sup>, Emily Clark<sup>1</sup>, Dan Macqueen<sup>1</sup>, Diego Robledo<sup>1</sup>

The Roslin Institute

Rose Ruiz Daniels

DISCLAIMER

**DISCLAIMER – FOR INFORMATIONAL PURPOSES ONLY; USE AT YOUR OWN RISK**

The protocol content here is for informational purposes only and does not constitute legal, medical, clinical, or safety advice, or otherwise; content added to [protocols.io](https://protocols.io) is not peer reviewed and may not have undergone a formal approval of any kind. Information presented in this protocol should not substitute for independent professional judgment, advice, diagnosis, or treatment. Any action you take or refrain from taking using or relying upon the information presented here is strictly at your own risk. You agree that neither the Company nor any of the authors, contributors, administrators, or anyone else associated with [protocols.io](https://protocols.io), can be held responsible for your use of the information contained in or linked to this protocol or any of our Sites/Apps and Services.

**License:** This is an open access protocol distributed under the terms of the [Creative Commons Attribution License](#), which permits unrestricted use, distribution, and reproduction in any medium, provided the original author and source are credited

**Protocol status:** Working  
We use this protocol and it's working

**Created:** Jul 25, 2022

**Last Modified:** Sep 27, 2022

**PROTOCOL integer ID:**  
67518

**Keywords:** snRNA-seq ,  
aquaculture, non-model  
species, nuclei

## ABSTRACT

Single cell RNA sequencing has rapidly become a standard tool for profiling transcriptomic diversity across thousands of cells (Linnarsson and Teichmann, 2016), and is now being applied to a large diversity of species and tissues. The main limitation of this technology is that it requires the isolation of live cells from fresh tissue, severely restricting its applicability. As a result, single nuclei RNA sequencing (snRNA-seq), which consists of sequencing the RNA of only the nuclei of cells rather than of the whole cell, has been commonly adopted since it allows samples to be stored for several months prior to processing while yielding comparable results to whole cell sequencing (Kulkarni, et al., 2019; Slyper et al. 2021). A critical challenge for snRNA-seq is the successful extraction of high quality nuclei. This has spurred the recent publication of a number of dissociation protocols for nuclei extraction (Drokhlyansky et al. 2020; Eraslan et al. 2021; Melms et al 2021), however, these have largely been optimized for model species such as humans, and more and more single nuclei is being adopted in non-model species.

Here we present a robust protocol that enables the extraction of nuclei from frozen tissue adapted from those shown to work in different tissue types, such as human skin (Drokhlyansky et al. 2020; Eraslan et al. 2021; Melms et al 2021). Our protocol has been used to successfully extract nuclei from an array of different Atlantic salmon (*Salmo salar*) tissues including liver, skin, fin, spleen, head kidney and gill as well as in other species such as sole (*Solea solea*) nose and gonad, rabbit (*Oryctolagus cuniculus*) nasal tissue and nurse shark (*Ginglymostoma cirratum*) spleen. We present the protocol as applied to fin and skin as these are particularly challenging tissues to work with given their toughness and the presence of hard tissue (e.g., scales and bones), connective tissue and fat deposits. We include notes throughout the protocol so that the reader can optimise it for a variety of tissue types. While the protocol has been optimised to work with the Chromium 10x platform, the most commonly used high throughput microfluidic device, but can be used successfully for the extraction of nuclei for other platforms and applications. The aim of this protocol is to capture 7,000 nuclei per single-nuclei RNA sequencing library using the Chromium Single Cell 3' Reagent Kits v2 or v3 (10X Genomics). Given its utility for isolating nuclei from difficult to dissociate tissue types, we anticipate that this protocol will be broadly applicable for snRNA-seq of non-model organisms and unconventional tissue types.

## ATTACHMENTS

[hc6dbbap7.docx](#) [figure 1 results.docx](#)

## GUIDELINES

### References:

## CITATION

Drokhlyansky E, Smillie CS, Van Wittenberghe N, Ericsson M, Griffin GK, Eraslan G, Dionne D, Cuoco MS, Goder-Reiser MN, Sharova T, Kuksenko O, Aguirre AJ, Boland GM, Graham D, Rozenblatt-Rosen O, Xavier RJ, Regev A (2020). The Human and Mouse Enteric Nervous System at Single-Cell Resolution.. Cell.

LINK

<https://doi.org/10.1016/j.cell.2020.08.003>

Eraslan, G, Drokhlyansky E, Anand S, Subramanian A, Fiskin, E, Slyper M, Wang J, Wittenberghe N. Van; Rouhana, J.M.; Waldman, J.; et al. Single-nucleus cross-tissue molecular reference maps to decipher disease gene function. Science 2022. <https://doi.org/10.1126/science.abl429090>

Kulkarni, A.; Anderson, A.G.; Merullo, D.P.; Konopka, G. Beyond bulk: a review of single cell transcriptomics methodologies and applications. Curr. Opin. Biotechnol. 2019. <https://doi.org/10.1016/j.copbio.2019.03.001>.

## CITATION

Linnarsson S, Teichmann SA (2016). Single-cell genomics: coming of age.. Genome biology.

LINK

<https://doi.org/10.1186/s13059-016-0960-x>

## CITATION

Slyper M, Porter CBM, Ashenberg O, Waldman J, Drokhlyansky E, Wakiro I, Smillie C, Smith-Rosario G, Wu J, Dionne D, Vigneau S, Jané-Valbuena J, Tickle TL, Napolitano S, Su MJ, Patel AG, Karlstrom A, Gritsch S, Nomura M, Waghay A, Gohil SH, Tsankov AM, Jerby-Aron L, Cohen O, Klughammer J, Rosen Y, Gould J, Nguyen L, Hofree M, Tramontozzi PJ, Li B, Wu CJ, Izar B, Haq R, Hodi FS, Yoon CH, Hata AN, Baker SJ, Suvà ML, Bueno R, Stover EH, Clay MR, Dyer MA, Collins NB, Matulonis UA, Wagle N, Johnson BE, Rotem A, Rozenblatt-Rosen O, Regev A (2020). A single-cell and single-nucleus RNA-Seq toolbox for fresh and frozen human tumors.. Nature medicine.

LINK

<https://doi.org/10.1038/s41591-020-0844-1>

## MATERIALS

### MATERIAL

 Noyes Spring Scissors - Tungsten Carbide **Fine Science Tools Catalog #15514-12**

 Tungsten Carbide Straight 11.5 cm Fine Scissors **Fine Science Tools Catalog #14558-11**

 40 µm  Falcon™ Cell Strainers **Fisher Scientific Catalog #08-771-2**

 Corning™ Falcon™ Test Tube with 35µm Cell Strainer Snap Cap **Corning Catalog #352235**

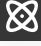 pluriStrainer Mini 20 µm (Cell Strainer) **pluriSelect Catalog #43-10020-50**

X500 Eppendorf DNA LoBind Tubes, 1.5ml, PCR clean

Cryotube

6-well tissue culture plate (Stem Cell Technologies)

Falcon tubes 15 ml (Corning)

 INCYTO C-Chip™ Disposable Hemacytometers **VWR International Catalog #82030-468**

### SAMPLING AND STORAGE FOR NUCLEAR ISOLATION

Animals must be appropriately euthanized and immediately processed.

Approximately ~  60 mg of salmonid tissue is placed in one clearly labelled cryotube and immediately flash frozen in liquid nitrogen. **This step is critical.** The tissue must be preserved as fast as possible for optimal results. In the absence of liquid nitrogen, samples can be frozen in dry ice. Samples can be stored at  -80 °C for up to a year prior to use. Older samples might still yield viable nuclei but this would need to be tested.

### REAGENTS

**All reagents should be chilled on ice prior to use.**

2X stock of salt-Tris solution makes  10 mL :

Stocks:

NaCl:  NaCl (5 M) RNase-free **Thermo Fisher Scientific Catalog #AM9759**

Tris-HCl pH 7.5:

 UltraPure™ 1 M Tris-HCl Buffer, pH 7.5 **Thermo Fisher Catalog #15567027**

CaCl<sub>2</sub>:

 Calcium chloride 1 M in aqueous solution **VWR International Catalog #97062-820**

MgCl<sub>2</sub>:

 Magnesium chloride solution for molecular biology (1.00 M) **Merck MilliporeSigma (Sigma-Aldrich) Catalog #M1028**

Nuclease-free water:

 Water for biotechnology nuclease-free sterile **VWR International Catalog #97062-794**

#### The following buffers contain RNAse inhibitor

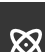 Protector RNase Inhibitor **Merck MilliporeSigma (Sigma-Aldrich) Catalog #3335399001**

- It is important to use the correct RNAse inhibitor as it can negatively affect library prep, check with the sequencing platform before using another type of RNAse.
- Do not add RNAse until right before nuclear extraction.
- RNAse inhibitor does not need to be used to test nuclear extractions, but it should be added for sequencing runs.

1X ST buffer solution (ST) -  10 mL :

Dilute 2x ST in ultrapure nuclease-free water (1:1)

Make fresh and chill prior to use, add RNase inhibitor right before nuclear isolation. RNase inhibitor amount can be upped if it's an RNase Rich tissue, up to 500 U per ml instead, tissue spends very little time in this buffer and is chilled at all time, which is why the amount of RNase inhibitor can be lower.

Working solution (**TST**) –  4 mL :

1% Tween-20:

 Tween-20 **Merck MilliporeSigma (Sigma-Aldrich) Catalog #P-7949**

2% BSA:

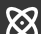 Bovine Serum Albumin (20 mg/mL) Molecular Biology Grade **New England Biolabs Catalog #B9000S**

Make fresh and chill prior to use, add RNase inhibitor right before nuclear isolation. Dilute the Tween from 10% in stock solution with nH<sub>2</sub>O before making the buffer. RNase inhibitor amount can be upped if it's an RNase rich tissue up to 1000 U per ml instead, the nuclear isolation will happen in this buffer so it's more critical in here.

PBS+0.02 BSA (**PBS+BSA**) –  1 mL :

\*\* can top this up this to 2% BSA if the cells are clumping or look degraded .RNAase inhibitor is the most critical in this step as the nuclei will be in this buffer the longest can use up to 1000 U per ml.

## BEFORE START INSTRUCTIONS

### **Sampling and storage for nuclear isolation.**

Animals must be appropriately euthanized and immediately processed.

Approximately ~  60 mg of tissue is placed in one clearly labelled cryotube and immediately flash frozen in liquid nitrogen. **This step is critical.** The tissue must be preserved as fast as possible for optimal results. In the absence of liquid nitrogen, samples can be frozen in dry ice. Samples can be stored at  -80 °C for up to a year prior to use. Older samples might still yield viable nuclei but this would need to be tested.

### **All reagents should be chilled on ice prior to use.**

Samples should be kept frozen on dry ice until immediately before nuclei isolation, and all sample-handling steps should be performed on ice.

The centrifuge should be pre chilled at  4 °C .

### **All reagents are given for 2 nuclear isolations.**

Amounts of buffer especially those that contain RNase should be adjusted appropriately for each experiment prepared prior and RNase added immediately before use.

### **Before using this prep for library preparation do a trial run.**

Recommended to do a trial especially on a new tissue type to adjust different parameters without adding RNase. Once parameters are adjusted such as mincing times, filter size and dilution in to final buffer in order to get good quality nuclei.

## Nucleus isolation workflow for ST-based buffers

30m

1

### Note

Samples should be kept frozen on dry ice until immediately before nuclei isolation, and all sample-handling steps should be performed  On ice . The centrifuge should be pre-chilled at  4 °C .

 On ice , place a piece of frozen tissue into one well of a 6-well tissue culture plate with  1 mL TST.

### Note

If the sample is stuck to the cryotube, remove using tweezers, preferably while still in dry ice, and place immediately into the culture plate with TST. If the sample needs processing for examples cutting this is best done on dry ice. This is avoided by processing the sample prior to flash freezing.

2

 On ice , mince tissue initially using Tungsten Carbide scissors for 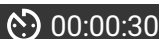 00:00:30 and then with Noyes Spring Scissors

 Noyes Spring Scissors - Tungsten Carbide **Fine Science Tools Catalog #15514-12** for a total of 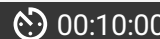 00:10:00 .

10m

### Note

This step is only necessary for fin, skin or similar hard tissues, for softer tissues just use spring scissors for 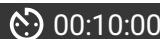 00:10:00 .

2.1

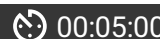 00:05:00 into the mincing gently pipette up and down with a p1000 pipette using a low retention filtered tip. The time in the dissociation buffer is critical. See image for how to assess the timing is correct by looking at your nuclei.

5m

How the deposited data were processed for this re-analysis (not part of the article)

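Nuclei from frozen Atlantic salmon skin (45 mg per sample, target recovery 7000 nuclei) were profiled with the 10x Chromium platform, with 2 libraries from the earlier protocol (V1) and 2 from the new one (V2). The paper's methods, the legend of Fig. 2 and the sample labels give skin for all 4 libraries, while its results speak of both tissues, and the title of 1 V2 sample differs from the others in a way that may stand for another body site. This was not settled, so the paper's V2 values may include a difference in tissue. The counts of 1 V1 library were analysed here. The sample labels give its protocol but not whether it is V1a or V1b. By its numbers of nuclei and UMIs and both medians, which equal those in Table 7, it is V1b. The other V1 library and both V2 libraries were not analysed here, so no comparison between protocols was computed from counts, and values for V2 are those the paper reports in Table 7.

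The authors aligned the reads to the unmasked ICSASG_v2 assembly with the Ensembl release 104 annotation, used protein-coding genes only, and assigned reads to barcodes and collapsed UMIs with STARsolo. The authors deposited the resulting UMI counts per gene and barcode for 6018 barcodes, as whole numbers without normalization. The step from the 100000 barcodes retained in the methods to these 6018 is not named in the paper's text, and it sets the lower edge of the library at 378 UMIs. Reads shared between near-identical gene copies, which are frequent in salmon, may have been split or dropped in the counting, and this was not measured. No genome sequence was used here, and no coordinates are given. The table of gene names given for the species matched none of the Ensembl identifiers, so genes are named by the symbol listed with the counts, or by identifier.

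Every barcode was kept as 1 nucleus. UMIs and genes per nucleus were summed in python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, with a gene counted from 1 UMI. The library held 5577109 UMIs, a median of 774 per nucleus. Sums of counts have exact 95% Poisson intervals and shares have exact (Clopper-Pearson) 95% binomial intervals. Both cover counting error only. For genes per nucleus at 1 depth, nuclei were thinned without replacement to 500 UMIs, leaving out shallower nuclei. The thinning was tested against its exact expectation, and the mean number of genes was 1.0001 times the expected mean. Mitochondrial genes were taken by the usual 13 symbols, which 16 listed genes carried. A list of stress genes (fos, fosb, junb, jun, egr1, atf3, ier2, hspa1, hsp70, hspa8, hsp90aa1 and dnajb1) matched 34 listed genes.

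Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 5%. It marked 11 of the 6018 nuclei (0.183%), below the 0.5% under which the call was set to be void, so no doublets were removed. For clusters, counts were scaled to 10000 UMIs per nucleus and log-transformed, and 2000 variable genes without mitochondrial genes, 20 principal components, 15 nearest neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1 were used. In a simulated library with 5 groups, in 4 of which 200 genes each were raised 8-fold, 7 clusters were found and 99.86% of the nuclei of the changed groups lay in a cluster mostly of their own group. In a simulated library with no groups, 15 clusters were found, so the number of clusters does not measure the number of cell types. Leading genes of a cluster were ranked by the mean count per 10000 UMIs inside the cluster over that in all other nuclei, both plus 0.1, among genes with a UMI in at least 10% of its nuclei. Marker lists for skin, blood and immune cell types were fixed before the data were examined. A cluster was called after a type only with at least 3 of its markers among the 100 leading genes, more than of any other type, and without more markers of another type among the 10 leading genes. This naming rule was set after the clusters were seen.

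By a rule set before the data were examined, the text names the 10 genes with the most UMIs, the mitochondrial genes, up to 5 leading genes of each cluster, the markers behind a name and the stress list. Genes that covary with mllt1a or do not rise with depth, the fibroblast markers compared between clusters and the background gene col1a1b were chosen after their values were seen. Markers of unnamed clusters, and markers of another type than the name of a cluster, fall outside the rule. They come from the fixed marker lists but were picked for the text after the clusters were seen. With 1 library there was no test between groups and no p-value, and values are described with their quartiles or percentiles over nuclei. Alternatives changed the minimum number of UMIs, the number of barcodes kept, the gene set, the thinning depth, the doublet rate and the clustering settings.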

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

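The tests by depth of the nuclei and the search for genes that covary with mllt1a were chosen after the pattern was seen. The tests of a constant share, of the share by cluster and of krt8 were set before their results were seen.

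The gene with the most UMIs, mllt1a (ENSSSAG00000005316), is not discussed in the paper. It held 80715 UMIs, 1.45% of all UMIs (exact 95% binomial interval 1.44% to 1.46%) and 3.96 times the UMIs of the gene that came next. At least 1 of its UMIs was counted in 5997 of the 6018 nuclei. The other gene listed as mllt1a (ENSSSAG00000067432) held 96 UMIs. The nuclei were ordered by total UMIs and divided into 5 groups of equal size, whose mean rose from 439 to 1781 UMIs per nucleus, 4.05-fold. Over the same groups the mean number of mllt1a UMIs per nucleus went from 16.5 to 13.2, so that its share of the UMIs was 3.75% in the shallowest nuclei and 0.744% in the deepest. Single nuclei differed widely, with 3 mllt1a UMIs at the 5th percentile, 11 at the median and 32 at the 95th percentile, and 21 nuclei had none. Other abundant genes rose with depth, by 3.52-fold for COX2, 3.14-fold for actb and 3.62-fold for krt8, and the median over the 1500 genes with the most UMIs was 5.16-fold.

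Of these 1500 genes, 11 had UMI numbers that correlated with those of mllt1a above 0.25 across nuclei (Pearson's r from 0.284 to 0.468, a description of the nuclei of this library, which are not replicates). They were coq8aa, csmd2, ncoa3, xpo6, klhdc8a, SPATA5, f105b, GRB14, sugt1, hdac5 and kcnn2. The highest r among the other genes was 0.237, and the median was near 0 at -0.0244. In each of the 5 depth groups taken alone, r of these 11 genes with mllt1a stayed between 0.106 and 0.583. Like mllt1a, they did not follow depth, with between 0.819 and 1.14 times as many UMIs in the deepest as in the shallowest group. The lack of a rise was not limited to them. Of the 1500 genes, 27 had fewer UMIs in the deepest than in the shallowest group, namely mllt1a, 9 of the 11 covarying genes and 17 others. Of these others, 9 had a lower r with mllt1a, from 0.155 to 0.237. The other 8 had r of at most 0.0685, and each was at least 9.74 times as high in its highest cluster as in the median cluster, against at most 1.88 times for mllt1a and the 9 covarying genes. These 8 are therefore genes of particular clusters and are no part of the pattern of mllt1a. Together the 12 genes held 160740 UMIs, which were 2.88% of all UMIs, 7.36% in the shallowest group and 1.56% in the deepest. Without them the median was 752.5 UMIs per nucleus.

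Counting noise around 1 constant share of the UMIs of each nucleus is excluded for mllt1a, since the dispersion around such a share was 17.1, where counting noise alone gives 1. One pool of free RNA, in an amount that differs between droplets, was also tested. The expected r took all spread of mllt1a beyond counting noise as this shared amount. In the 608 T cell-like and endothelial-like nuclei, where krt8 UMIs may be background, r between krt8 and mllt1a was 0.0149, where one shared amount per droplet would give 0.520. For csmd2 in the same nuclei r was 0.328, where one shared amount would give 0.705. Thus csmd2, which covaries with mllt1a, also fell short. The spread of mllt1a is therefore not all one amount shared with csmd2, whatever its source, and the test cannot exclude free RNA. The r of krt8 shows only that krt8 and mllt1a hardly rose together in these nuclei. Free RNA, from a shared pool or from a source of its own for mllt1a, stays open. The highest mean share of mllt1a among the clusters was 3.06 times the lowest, but the mean number of its UMIs per nucleus lay between 10.7 and 17.3 in every cluster, and empty droplets, which would show free RNA, were not analysed here. Also open is a single sequence, such as a repeat or a product of library preparation, whose reads were assigned to several genes. The 11 covarying genes would be a trace of it, but only the reads or a genome could decide. The design gives 1 condition here, so no biological explanation was tested.

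The paper does not report the mitochondrial share of the UMIs. Mitochondrial transcripts are made outside the nucleus, and the 16 genes with mitochondrial symbols held 77771 UMIs, 1.39% of all UMIs (exact 95% binomial interval 1.38% to 1.40%). Per nucleus the share was 0.441% at the 5th percentile, 1.30% at the median, 2.81% at the 95th percentile and 7.16% at most. Among the clusters it lay between 0.873% and 2.69%. One fixed amount of free mitochondrial RNA per droplet is excluded as the whole source, since the mean number of mitochondrial UMIs per nucleus rose 3.62-fold from the shallowest to the deepest of the 5 depth groups, from 6.52 to 23.6 UMIs. Cytoplasm that stayed with the nuclei, and free RNA that varies with the capture of each droplet, stay open and were not told apart. Of the 13 symbols CYTB was carried by 4 genes, and with 1 gene per symbol the share was 1.36%, so the extra listed genes account for little of it. No biological explanation was tested.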

How the results depend on the processing

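No paired analysis was possible because the counts of 1 library were analysed and no result comes from a test between groups. Merging genes by symbol, leaving out mllt1a and keeping 1 gene per mitochondrial symbol were alternatives added after the data were seen. The others were set before the data were examined. Of 53 alternative values, 21 stayed within the interval of the value reported (or within 1.5 times it for counts) and 32 moved. These numbers do not measure robustness. Leaving out the 11 nuclei marked by Scrublet could hardly move a value, and thinning to another depth had to.

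Keeping fewer barcodes moved both medians and both shares of UMIs. The medians rose by construction, since the barcodes left out were those with the fewest UMIs. The fall in the share of the top 10 genes lay in mllt1a and csmd2, which together held 1.81% of the UMIs over all barcodes and 1.10% with at least 1000 UMIs, while the other 8 genes held 2.39% and 2.38%. The cause of the change in the mitochondrial share was not tested. With at least 500 UMIs per barcode, the medians were 886 UMIs and 733 genes per nucleus, the mitochondrial share was 1.38% and the 10 genes with the most UMIs held 3.91% of the UMIs. With at least 1000 UMIs, 1923 nuclei with 2943083 UMIs were left, with medians of 1338 UMIs and 1054 genes, a mitochondrial share of 1.34% and 3.50% of the UMIs in the top 10 genes. Over the 4115 barcodes with the most UMIs, the medians were 965 UMIs and 791 genes, and the shares 1.38% and 3.79%. Over the top 2832 barcodes, they were 1156.5 UMIs, 926.5 genes, 1.36% and 3.62%. Over the top 2176 barcodes, which held 3187978 UMIs, they were 1276.5 UMIs, 1015 genes, 1.35% and 3.55%. The medians of 774 UMIs and 653 genes thus rest on the lower edge of the deposited barcodes.

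Counting a gene only from 2 UMIs gave a median of 76 genes per nucleus, which shows how many genes rest on 1 UMI. Merging genes with 1 symbol gave 634.5 genes. Thinning to 300 UMIs gave 275 genes and thinning to 1000 UMIs gave 825 genes, as fewer or more UMIs were kept. The mitochondrial share was 1.30% as the median over nuclei and 1.36% with 1 gene per symbol. Scrublet at an expected rate of 10% marked 2.16% of the nuclei, against 0.183% at 5%, so its call depends on this setting and says little about doublets. Resolution 0.5 gave 13 clusters and resolution 2 gave 31, against 20. Leaving out mitochondrial genes, mllt1a or the nuclei marked by Scrublet moved neither the total number of UMIs nor the median number of UMIs beyond these limits.

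The depth limits what single nuclei can show. With a median of 774 UMIs per nucleus, a gene without a UMI in a nucleus is not shown to be absent there.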

Differences from the paper's values

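Both extremes of the number of UMIs differ between the deposited counts and the violins of Fig. 2. A violin is usually a smoothed outline, and its ends read by eye need not be the extreme nuclei. The differences below therefore do not show that other counts lie behind Fig. 2. The nucleus with the most UMIs held 9614 UMIs, while the paper's violins end at about 3000 UMIs for V1b and about 2400 UMIs for V1a in Fig. 2, read by eye. The nucleus with the most genes held 4544 genes, against about 1500 genes for V1b and about 1200 genes for V1a in Fig. 2, read by eye. The fewest UMIs were 378, against about 230 UMIs for V1b and about 220 UMIs for V1a in Fig. 2, read by eye. The fewest genes, 214, lay close to the lower ends of the violins. None of the alternatives set before the data were examined was computed for these extremes. In the counts, 65 nuclei (1.08%) lay above about 3000 UMIs and 121 (2.01%) above about 2400 UMIs, while 262 nuclei (4.35%) lay above about 1500 genes and 639 (10.6%) above about 1200 genes, the ends of the violins in Fig. 2, read by eye. The numbers of nuclei and UMIs and both medians equalled the paper's values for V1b in Table 7, so by these values the library is V1b. The number of nuclei and both medians lay within 1.5 times its values for V1a.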

Other observations

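The tests on nuclei, reads and mapped reads behind the difference between V2b and V1, and the test on collagens, were chosen after the values they concern were seen. The clustering settings, the marker lists and the stress list were set before the data were examined.

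The paper's Table 7 gives V2b a median of 3088 UMIs per nucleus, 3.99 times that of the V1 library analysed here. Fewer barcodes counted as nuclei in V2b do not account for this alone. Over the 2832 barcodes with the most UMIs, as many as the paper's nuclei of V2b, the V1 median was 1156.5 UMIs, and the V2b median was still 2.67 times that. Over the top 2176 barcodes, the paper's V2a median of 3583 UMIs was 2.81 times that of V1. More reads per nucleus do not account for it alone either. With the paper's reads of V1b, V2b had 2.13 times as many reads per nucleus, and the V1 median multiplied by this ratio was 1644.75 UMIs, a generous bound, since reads add fewer and fewer new UMIs. The paper gives V1b and V2b the same number of reads, so this ratio follows from their numbers of nuclei alone. It is therefore not independent of the comparison by number of barcodes. The reads on introns and exons per nucleus differed by more than the medians, by 8.56-fold between V2b and the V1 library with the paper's reads and mapping rate of V1b. Between V2b and V1a the paper's own values give 8.35-fold. Both ratios combine the number of reads per nucleus with the share of reads that map to genes, so they do not test that share alone. The paper gives this share as 7.81% for V1a, 11.2% for V1b, 50.2% for V2a and 45.1% for V2b. The larger share in V2, alone or together with more reads per nucleus, is a candidate explanation of the difference in UMIs per nucleus. It rests on the paper's values for V2, and the protocol, the sample, a possible difference in tissue and the mapping rate cannot be separated in it.

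The paper's values in Table 7 also give the number of UMIs in the whole library, taken as the reads on introns and exons times the share that sequencing saturation leaves as distinct molecules. This came to 14370400 UMIs for V1a, 19082112 for V1b, 37850800 for V2a and 48334572 for V2b. The UMIs in nuclei were then 27.9% of the library in V1a, 29.2% in V1b, 26.6% in V2a and 22.9% in V2b. By this measure from the paper's values, the share of UMIs that fell in barcodes called nuclei was not higher in the V2 libraries than in V1b. This share depends on how many barcodes are called nuclei, and V1b had more of them. The top 2832 barcodes of the V1 library analysed here held 3759943 UMIs and the top 2176 held 3187978. At these numbers of barcodes its share would lie below that of V2b and V2a.

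Clustering of the V1 library gave 20 clusters, and 4 of them met the naming rule. These were a T cell-like cluster of 352 nuclei (bcl11b, cd3e, skap1 and tcf7), an endothelial-like cluster of 256 nuclei (egfl7, kdr and tie1), a macrophage-like cluster of 98 nuclei (csf1r, cybb, mpeg1 and spi1, with the neutrophil markers csf3r and mpx also among its leading genes) and a mucous cell-like cluster of 55 nuclei (agr2, galnt12 and spdef). The other 16 clusters, with 5257 nuclei, stayed unnamed. One of these, with 145 nuclei, had as many macrophage markers (c1qc, csf1r, mpeg1 and spi1) as the macrophage-like cluster and no neutrophil marker of the list, but did not meet the naming rule. The named cluster is therefore not the only one with macrophage markers. The largest had 1401 nuclei, with the keratinocyte markers dsp, krt15, krt8 and pkp3 but also notch3, a marker of pericytes, among its leading genes. Another of 683 nuclei, with a median of 1110 UMIs, was led by genes without a symbol, ENSSSAG00000070825 at 41.9 times and ENSSSAG00000004487 at 31.5 times their level in the other nuclei. A cluster of 42 nuclei was led by slc8a1b and also had trpv6 among its leading genes. Even at the depth of V1, groups of nuclei with recognisable marker genes were present, but a simulated library with no groups also gave 15 clusters, so the unnamed clusters may in part be divisions of one population (resolution 0.5 gave 13 clusters).

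In 1 cluster of 816 nuclei the leading genes included itgb4 and col17a1, which the marker list gives to keratinocytes, together with col1a1, col1a2, col5a1, col5a2 and postn, which it gives to fibroblasts. Another cluster of 377 nuclei showed the same mix, with itgb4, col17a1 and tp63 beside col1a1, col5a2 and postn, and was not tested. For the cluster of 816 nuclei, doublets with the cluster with the highest level of col6a3, or free RNA from it, are argued against. That cluster is unnamed, with only col6a3 and postn of the fibroblast markers among its leading genes. The comparison used the fibroblast markers of the list with at least 20 UMIs in this reference cluster of 276 nuclei. The 5 markers among the leading genes of the itgb4 cluster were higher there than in the reference cluster. Their levels per 10000 UMIs were 1.67 times as high for col1a1, 1.50 times for col1a2, 1.48 times for col5a1 and 2.68 times for postn, and col5a2 was the least raised of the 5. The 5 markers outside the leading genes were lower, at 0.101 times for col6a1, 0.458 times for dcn, 0.200 times for lum, 0.0474 times for pdgfra and 0.0575 times for prrx1, with a median of 0.101. All 5 were highest in the reference cluster, and col6a3, which chose it, is left out of them. Some rest on few UMIs (13 for col6a1, 11 for pdgfra and 10 for prrx1 in the itgb4 cluster). Nuclei or RNA of the reference cluster would bring both sets of markers. The sets were split by the leading genes of the itgb4 cluster itself, so part of their separation is built in. Levels above those of the reference cluster are not fixed by this split. The reference cluster was not the one with the most collagen I. An unnamed cluster of 69 nuclei, with the osteoblast markers col10a1, panx3 and runx2, was higher than the itgb4 cluster in col1a1 (166 against 117 per 10000 UMIs) and col1a2 (91.9 against 53.2). It was lower in col5a1 (4.64 against 11.6), col5a2 (3.41 against 16.6) and postn (1.86 against 17.1). A contribution of this cluster to the collagen I of the itgb4 cluster, and doublets with a cell type that forms no cluster of its own, stay open. A candidate explanation is that the nuclei of this cluster express these genes themselves, which is a hypothesis found and tested on the same nuclei of 1 library.

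Transcripts of abundant cell types were present across all clusters. A UMI of krt8 was found in 61.9% of the T cell-like nuclei (median 521.5 UMIs) and in 59.0% of the endothelial-like nuclei (median 662.5 UMIs), against 84.4% in the largest cluster (median 786 UMIs). Its level was 18.9, 14.1 and 39.8 per 10000 UMIs. For col1a1b (ENSSSAG00000069947) the shares were 59.4% and 59.0% in the T cell-like and endothelial-like nuclei, at 17.8 and 13.4 per 10000 UMIs, against 96.2% and 69.1 per 10000 UMIs in the cluster led by itgb4. For these genes, shares of nuclei at or below those of the T cell-like and endothelial-like nuclei are read as background and not as expression.

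The list of stress genes held 15105 UMIs, 0.271% of all UMIs. Of these 9231 were on hspa8 and the other genes of the list held 0.105%. No second library was analysed here to set this against.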
